# Light regulates xylem cell differentiation via PIF in *Arabidopsis*

**DOI:** 10.1016/j.celrep.2022.111075

**Published:** 2022-07-19

**Authors:** Shraboni Ghosh, Joseph F. Nelson, Geoffrey M.C. Cobb, J. Peter Etchells, Miguel de Lucas

**Keywords:** plant development, *Arabidopsis*, vascular development, cell differentiation, xylem, light signaling, signaling transduction, transcriptional regulation, PIF, photomorphogenesis

## Abstract

The balance between cell proliferation and differentiation in the cambium defines the formation of plant vascular tissues. As cambium cells proliferate, subsets of daughter cells differentiate into xylem or phloem. TDIF-PXY/TDR signaling is central to this process. TDIF, encoded by *CLE41* and *CLE44*, activates PXY/TDR receptors to maintain proliferative cambium. Light and water are necessary for photosynthesis; thus, vascular differentiation must occur upon light perception to facilitate the transport of water and minerals to the photosynthetic tissues. However, the molecular mechanism controlling vascular differentiation in response to light remains elusive. In this study we show that the accumulation of PIF transcription factors in the dark promotes TDIF signaling and inhibits vascular cell differentiation. On the contrary, PIF inactivation by light leads to a decay in TDIF activity, which induces vascular cell differentiation. Our study connects light to vascular differentiation and highlights the importance of this crosstalk to fine-tune water transport.

## Highlights

• Active CLE peptide TDIF inhibits xylem differentiation in etiolated seedlings
• The expression of the TDIF precursor CLE44 is rapidly inhibited by light
• PIF transcription factors are necessary for TDIF expression in the dark
• Blue light signaling prevents TDIF expression, which promotes xylem differentiation

## Introduction

Water transport is required for photosynthesis; thus, plant vascular development must proceed such that water demands can be met during formation of new organs. Xylem and phloem, the vascular tissues, are defined in the cambium via precise regulation of the balance between cell proliferation and differentiation. TDIF-PXY/TDR signaling is central to this process (Etchells et al., 2016). Peptide ligand TDIF, encoded by *CLE41* and *CLE44* (Ito et al., 2006), activates PXY/TDR receptors to maintain proliferation. Cambium cells differentiate to xylem or phloem in the absence of active TDIF-PXY/TDR complexes. Vascular development is stimulated by light. After gemination, light induces photoautotrophic growth and photosynthesis. Consequently, the differentiation of vascular cells must occur to favor the transport of water and minerals from the soil to the green tissues and newly developing organs. Plants perceive light through the action of photoreceptors, which modulate the activity of the transcription factors (TFs) that orchestrate development. Despite the association between light signaling and vascular development, molecular mechanisms linking the two are unknown. Our work shows that vascular differentiation is inhibited in the dark by a mechanism that depends on PIF TFs. Dark-mediated accumulation of PIFs is necessary for *CLE44* induction and thus maintenance of undifferentiated vasculature. In illuminated environments, PIF inactivation by photoreceptors causes a decrease in *CLE44* expression. This *CLE44* decline, in turn, leads to reduced PXY/TDR signaling, which induces the xylem differentiation required to fulfill the water demands associated with photoautotrophic development.

## Results and discussion

### Light induces xylem differentiation in seedlings

When a seed germinates in darkness (skotomorphogenesis), it adopts etiolated growth, characterized by rapid elongation of the hypocotyl, maintenance of the apical hook to protect the shoot meristem, and inhibition of cotyledon greening and growth (Figure 1A). Here, growth depends on the energy stored in the endosperm nutrient reserves (Kornberg and Beevers, 1957; Penfield et al., 2004). Light perception guides the transition to photoautotrophic development, which inhibits hypocotyl elongation and promotes cotyledon greening and expansion for energy production via photosynthesis. This process is known as deetiolation.

**Figure 1:**
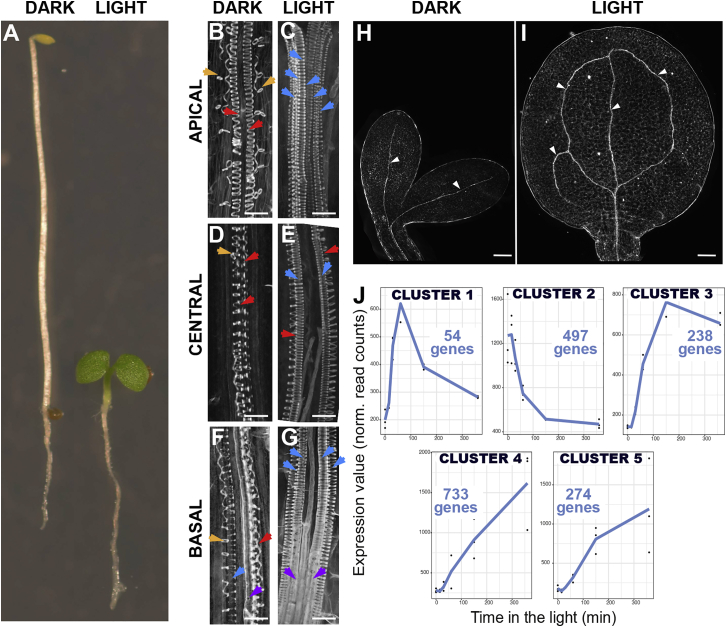
Light induces vasculature differentiation (A) Five-day-old seedlings grown in the dark (left) and light (right). (B–G) SCW deposition arrangements observed in hypocotyls of 5-day-old seedlings grown in the dark (B, D, and F) or light (C, E, and G). (B and C) Apical, (D and E) central, and (F and G) basal regions. Arrows highlight SCW arrangements; annular (orange), helical (red), reticulate (blue), pitted (purple). Scale bars: 10 μm. (H and I) Differences in cotyledon vein differentiation (white arrowheads) between 5-day-old dark- (H) and light-grown (I) cotyledons. Scale bars: 100 μm. (J) Genes clustered by transcriptional behavior during seedling deetiolation represented as average value. Data are representative of three independent experiments per time point. See also Data S1.

Water is essential for photosynthesis, and so it must be transported from the root to the newly developing organs via vascular tissues. We hypothesized that during deetiolation, vasculature development must be stimulated by a light-dependent molecular mechanism. We tested this by defining the impact of light on changes to vascular tissues of 5-day-old seedlings grown in both light and dark conditions (Figures 1A–1G).

The vasculature of a 5-day-old *Arabidopsis* hypocotyl demonstrates a diarchic organization with two poles of xylem cells and, perpendicular to these, two poles of phloem cells in both light- and dark-grown conditions. A group of procambium or provascular cells occupy the space between xylem and phloem within the vascular cylinder (Figure S1A). Each xylem pole contains one protoxylem cell (outer) and one metaxylem (inner) cell. Protoxylem cells differentiate earlier in development and are characterized by the presence of annular or helical secondary cell wall (SCW) patterning, while metaxylem cells differentiate later as cells with reticulate and pitted SCWs (Turner et al., 2007). Dark-grown seedling hypocotyls exhibited few mature reticulate and pitted metaxylem. If present at all, they were found only adjacent to the hypocotyl-root junction (Figure 1F). By contrast, in light-grown hypocotyls, reticulate metaxylem cells were present along the entire length of the hypocotyl apical-basal axis (Figures 1E and 1G). Thus, in dark-grown hypocotyls, metaxylem was discontinuous, whereas it was continuous in light-grown seedlings. This was most apparent in the middle region of the hypocotyl (Figure 1D). Moreover, the helices of SCW thickenings were looser in both proto and metaxylem in dark-grown seedlings than in those grown in the light (Figures 1B–1G). Importantly, the central procambium or provascular cells between xylem poles only differentiated to metaxylem in light-grown seedlings (Figure 1C). Xylem differentiation in cotyledons was also induced by light. Five-day-old seedlings exhibited cotyledons with a primary vein that connected with the hypocotyl vasculature and extended the length of the cotyledon proximodistal axis. Two secondary veins were also observed at this stage of development that branched from the primary, forming two continuous loops (Figure 1I). In dark-grown seedlings, continuous fully differentiated xylem files were observed only in the primary vein (Figure 1H). By contrast, light-grown seedlings also demonstrated fully differentiated xylem in the secondary loops (Figure 1I). Thus, light promotes xylem differentiation in the hypocotyl and cotyledon.

### *CLE44* expression is rapidly inhibited by light

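RNA from whole 5-day-old Arabidopsis Col-0 seedlings was sequenced in 6 groups of 3 libraries, 18 in all: seedlings kept in the dark and seedlings moved to WL for 15, 30, 60, 150 or 360 min. No dark seedlings were collected beside the later time points, so the length of light exposure and the time since the dark sampling change together. The authors estimated the number of reads from each transcript by kallisto pseudoalignment and deposited estimated counts and TPM (transcript abundance relative to the sum over the library) for 82190 transcripts in each library. Following the paper's methods, these were combined into gene counts scaled by transcript length (tximport's lengthScaledTPM) and rounded to whole numbers. The estimated counts of a library summed to between 3577432 and 16156302. The group medians of these totals were 13244911 in the dark and 13690520, 13328607, 8919835, 15876155 and 13837786 after 15, 30, 60, 150 and 360 min of WL. Within groups the totals ranged from 12142398 to 13765666, from 13122758 to 14781300, from 12892288 to 14393499, from 3577432 to 11371571, from 13213131 to 16156302 and from 10729803 to 14239252 in the same order. The 2 plastid 23S ribosomal RNA genes took between 3.37% and 83.9% of a library, with a median of 49.2%. Without them, 3405258 to 9012326 counts remained in the dark libraries, 5036478 to 10213760 at 15 min, 6740567 to 10292788 at 30 min, 1999671 to 3456720 at 60 min, 2252711 to 9387795 at 150 min and 2233966 to 10821472 at 360 min. At 360 min, replicates 1 and 2 kept 2233966 and 2297843 counts, so that a low count there covers less than it does in replicate 3, with 10821472. As in the paper, genes with 0 counts in 2 or more replicates of any time point were removed, which left 16747 of 34212 genes. Each light group was compared with the dark group by edgeR's quasi-likelihood test on TMM-normalized counts in a fit over all 18 libraries, and genes with a Benjamini-Hochberg adjusted p-value below 0.01 are called changed. The 2 regression steps of the paper were also rewritten with its parameters. Normalized counts are counts scaled to the same library size by the TMM factors. Their SD describes the 3 libraries of a group.

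**Figure D1:**
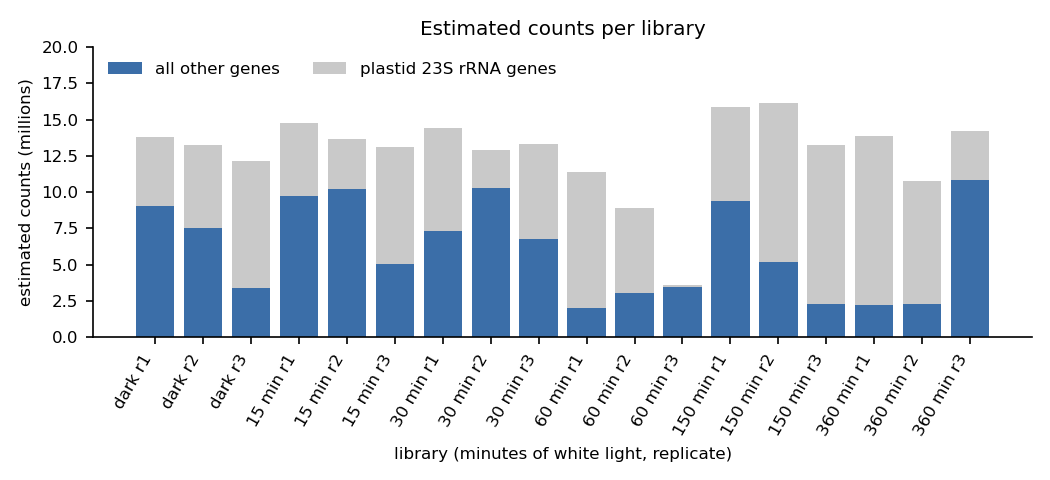
Total counts per library, with the share of the plastid 23S ribosomal RNA genes set apart from the remaining counts, for the 3 replicates of each of the 6 groups. The remaining counts are lowest at 60 min, at 1999671, and highest in replicate 3 at 360 min, at 10821472.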

To determine how vascular cell differentiation is induced by light, we performed a time course transcriptional analysis of 5-day-old seedlings grown in dark and following a 15-, 30-, 60-, 150-, or 360-min exposure to white light (WL) (Figure S1B). Transcriptional changes were assessed via a two-regression-step approach (Conesa et al., 2006). To improve the identification of biologically meaningful expression trends, we used regression modeling to cluster genes with similar expression profiles (Conesa et al., 2006).

Five clusters were identified, one containing genes rapidly repressed by light, and four others showing different light-induction dynamics (Figure 1J; Data S1). 

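Over the time course, 840 of the 16747 genes tested differed between the 6 groups at an adjusted p-value below 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against the dark libraries, 0 genes were called at 15 min, where 148 genes had an unadjusted p-value below 0.05 (48 higher and 100 lower). At 30 min, 14 genes were higher and 0 lower, with 254 higher and 163 lower at an unadjusted p-value below 0.05. At 60 min 134 genes were higher and 8 lower, at 150 min 368 were higher and 94 lower, and at 360 min 581 were higher and 136 lower. The 3 light libraries all lay above or all below the 3 dark libraries for 7.75% of the genes at 15 min, 11.3% at 30 min, 14.4% at 60 min, 23.4% at 150 min and 21.8% at 360 min, where chance gives 10%. The count over the time course moved most under 2 alternatives: it was 20 with libraries scaled by their total counts, which include the plastid 23S ribosomal RNA, and 1699 with DESeq2's likelihood ratio test. In the regression on time, 2615 genes passed the first step and 1897 of them reached an R² of at least 0.5 after backward selection. Of the 840 genes that differed in the edgeR test, 807 were among these 1897. Hierarchical clustering of the 1897 genes into 5 groups gave 1 group with a falling median, of 519 genes, and 4 groups with rising medians, of 246, 368, 484 and 280 genes. The median log2 fold change of the falling group against the dark was −0.05 at 15 min, −0.29 at 30 min, −0.76 at 60 min, −1.28 at 150 min and −1.36 at 360 min. The group of 246 genes had its highest median at 60 min, 1.88, and stood at 0.82 at 360 min, and the group of 368 genes stood at 1.83 at 150 min and 1.82 at 360 min. The groups of 484 and 280 genes had their highest medians at 360 min, 2.25 and 2.33.

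**Figure D2:**
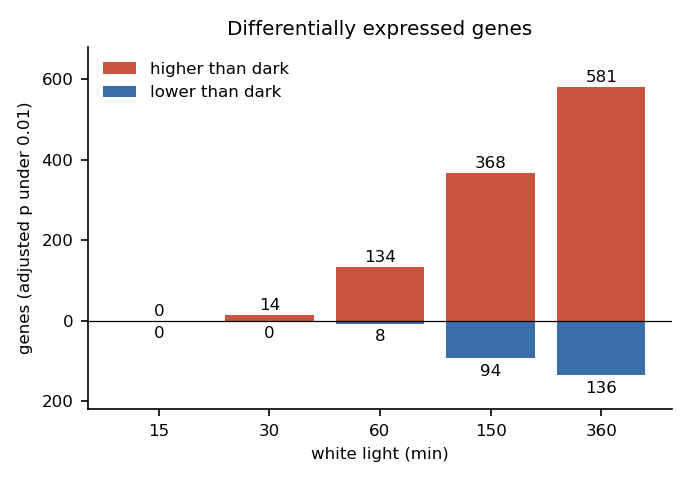
Number of genes called higher or lower than in the dark at an adjusted p-value below 0.01, by min of WL. Higher calls outnumber lower calls from 30 min on, and 0 genes are called at 15 min.

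**Figure D3:**
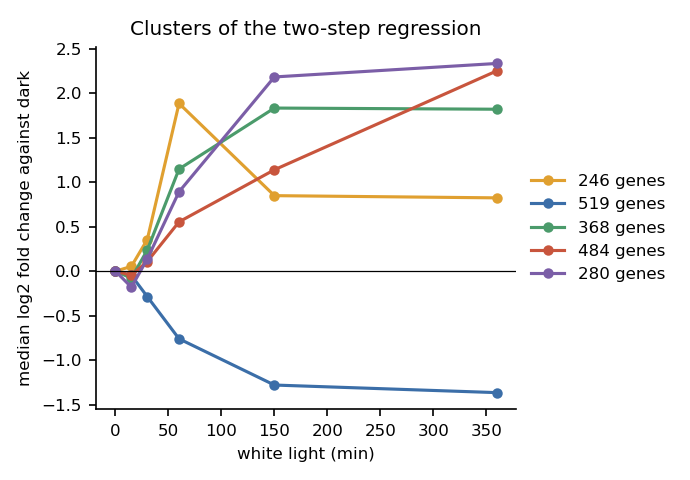
Median log2 fold change against the dark of the 5 groups of genes from the regression on time, by min of WL, with the number of genes in each group. The group of 519 genes falls to −1.36 at 360 min.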

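The paper's Data S2 lists 32, 67, 53, 74 and 48 Gene Ontology categories for clusters 1 to 5. All 32 categories of cluster 1 and all 53 of cluster 3 were also listed for at least 1 other cluster, as were 92.5% of those of cluster 2, 87.8% of those of cluster 4 and 97.9% of those of cluster 5. Categories listed for a single cluster numbered 0, 5, 0, 9 and 1 in the same order. The gene lists of some categories are held here only in part, so no enrichment was tested, and the 4 categories that follow were chosen after their values were seen. In cluster 2, the 28 genes listed under cell wall organization or biogenesis had a median log2 fold change of −1.94 at 360 min of WL against the dark, and 13 of them were called lower. The 25 genes listed under growth had a median of −1.91, with 9 called lower, while the 15 genes listed under growth in cluster 4 had a median of 1.82, with 4 called higher. In cluster 4, the 39 genes listed under catabolic process had a median of 1.97, with 19 called higher, and the 20 genes under immune system process a median of 2.64, with 11 called higher. Catabolic process is also listed for clusters 3 and 5, with medians of 1.67 and 2.50, and immune system process for cluster 2, where its 12 genes had a median of −1.26. The genes of a cluster were grouped by their course in these same libraries, so the sign of these medians is not independent of the grouping.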

Gene Ontology analysis suggested that clusters 2 and 4 exhibited clear functional specialization, while clusters 1 and 5 shared more ontologies with the others (Figure S1C; Data S2). Strikingly, we found that signaling components of the TDIF-PXY/TDR vascular-differentiation machinery were synchronously downregulated by light. Specifically, the receptor *PXL1* and its ligand *CLE44* were found among 497 early downregulated genes in cluster 2 (Figures 1J and 2A).

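CLE44 (AT4G13195), which encodes a precursor of the TDIF peptide, lies on chromosome 4 of the TAIR10.1 assembly from 7661792 to 7663261, on the minus strand, as 1 exon. It shares 492 bp with AT4G13190 on the same strand, and reads from the shared part can be assigned to either gene. The normalized counts of CLE44 were 114 ± 28.7 (SD, n = 3) in the dark, 145 ± 67.5 at 15 min, 64.9 ± 23.3 at 30 min, 61.7 ± 11.1 at 60 min, 28.2 ± 23.1 at 150 min and 6.65 ± 5.89 at 360 min of WL. The log2 fold change against the dark was 0.36 at 15 min (standard error 0.66), −0.80 at 30 min, −0.87 at 60 min and −1.93 at 150 min (adjusted p = 0.141, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 360 min it was −3.85 (standard error 0.80, adjusted p = 0.0028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5.4e-04 adjusted over the list alone, which holds 15 tested genes that the paper names. From 30 min on, all 3 light libraries lay below every dark library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow), whereas 1 of 3 did so at 15 min (p = 0.7 in the same exact test). With 1 library left out in turn, the log2 fold change at 360 min stayed between −4.61 and −3.43. The adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was above 0.01 without dark replicate 3 (0.0105) and without replicate 2 at 360 min (0.0140). PXL1 (AT1G08590), a receptor of TDIF, lies on the plus strand of chromosome 1 from 2718538 to 2722280. An antisense gene, AT1G08592, covers 3295 bp of it, and the read assignment is not stated to use the strand. Its normalized counts were 136.5 ± 52.8 (SD, n = 3) in the dark, 78.0 ± 37.8 at 15 min, 60.3 ± 8.10 at 30 min, 27.5 ± 22.6 at 60 min, 32.0 ± 9.58 at 150 min and 18.8 ± 18.1 at 360 min. The log2 fold change was −0.80 at 15 min, −1.17 at 30 min, −2.30 at 60 min, −2.07 at 150 min and −2.71 at 360 min. The value at 360 min had a standard error of 0.77 and an adjusted p of 0.030 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 0.0069 adjusted over the list alone. For CLE44 and PXL1 the values over the list alone are not independent evidence, because the paper reports their fall from these same libraries. Between the dark and 15 min, log2 CLE44 minus log2 PXL1 rose by 1.09 (pseudocount 1, two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow), and by 0.72 without replicate 1 at 15 min. For PXY/TDR (AT5G61480, chromosome 5, 24724337 to 24728244, minus strand) the normalized counts were 88.3 ± 20.2 (SD, n = 3) in the dark and 62.9 ± 54.4 at 360 min, a log2 fold change of −0.44 (standard error 0.62). Replicate 1 at 360 min held 0 counts of CLE44 and PXL1 and 1 of PXY, and without it the log2 fold change of PXY was 0.088 and that of PXL1 −2.20. PXL2 (AT4G28650) was removed by the filter on zeros and not tested. Its normalized counts were 52.0 ± 21.0 (SD, n = 3) in the dark and 10.7 ± 9.39 at 360 min.

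**Figure D4:**
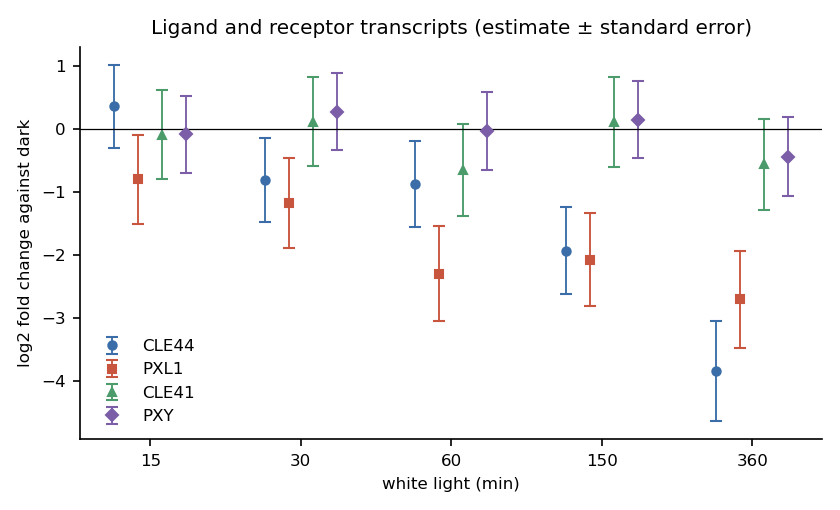
Log2 fold change against the dark of CLE44, PXL1, CLE41 and PXY by min of WL, with bars of 1 standard error from the edgeR fit. At 360 min CLE44 stands at −3.85 and PXY at −0.44, and PXY moves to 0.088 without replicate 1 at that time point.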

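All 497 genes of cluster 2 in the paper's Data S1 passed the filter on zeros. Their median log2 fold change against the dark was −0.07 at 15 min of WL, −0.31 at 30 min, −0.77 at 60 min, −1.17 at 150 min and −1.57 at 360 min. The median at 15 min was 0.0068 without replicate 3 of that time point and 0.088 with libraries scaled by their total counts, where the median of all genes was 0.14. Called lower at an adjusted p-value below 0.01 over all genes tested were 0, 0, 7, 75 and 132 of them at 15, 30, 60, 150 and 360 min. An unadjusted p-value below 0.05 with a lower value was reached by 8, 49, 194, 353 and 453 genes. With p-values adjusted over the list alone the numbers called lower were 0, 0, 21, 165 and 337, which is not independent evidence, because the cluster was chosen on these libraries. With libraries scaled by their total counts, 0 genes were called lower at 360 min, and 242 were lower at an unadjusted p-value below 0.05. Of the 497 genes, 346 passed the regression on time as rewritten here, and 344 fell into its group of 519 genes with a falling median. CLE44 passed it with an R² of 0.530, and PXL1 passed the first step but ended at an R² of 0.358, below the minimum of 0.5. The rewritten regression was not compared with maSigPro itself. With 1 of the 18 libraries left out, CLE44 passed in 16 of 18 fits, failing without replicate 1 or without replicate 2 at 360 min, with an R² of 0.476 each time. PXL1 passed in 2 of 18, without replicate 2 at 60 min (0.602) and without replicate 1 at 360 min (0.729). The paper states that light lowered PXL1 and CLE44 in synchrony. It cites their place in cluster 2 and their courses in its Figure 2A.

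**Figure D5:**
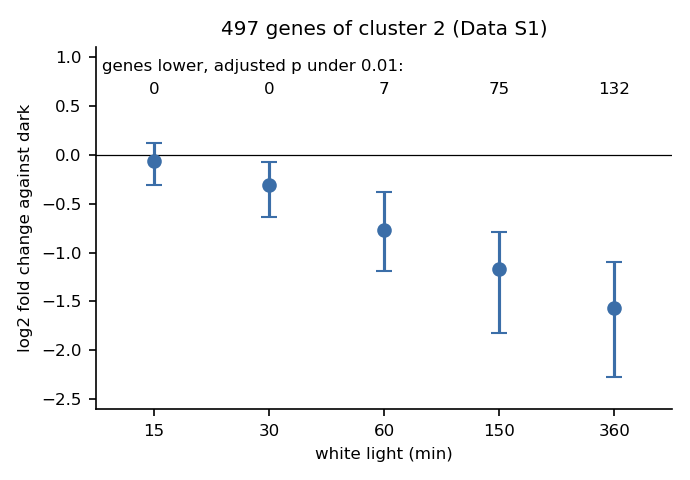
Log2 fold change against the dark of the 497 genes of cluster 2 by min of WL, as the median with the lower and upper quartile. The median falls from −0.07 at 15 min to −1.57 at 360 min.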

**Figure 2:**
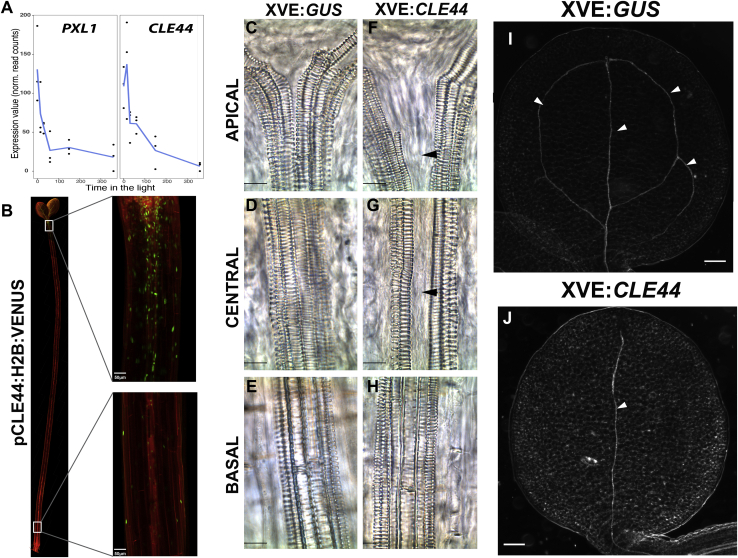
Light repression of CLE44 induces vascular differentiation (A) Transcriptional behavior of *PXL1* and *CLE44* during deetiolation. Data are representative of three independent experiments per time point. See also Data S1. (B) Confocal analysis of the p*CLE44*:H2B:VENUS transcriptional reporter in dark-grown seedlings. Image insets show the difference in *CLE44* expression between the apical and basal regions of the hypocotyl. Scale bars: 50 μm. (C–H) Differences in xylem cell differentiation along the length of the hypocotyl between *GUS-* (C, D, and E) and *CLE44-* (F, G, and H) overexpressing seedlings grown in the light for 5 days. Scale bars: 10 μm. (I and J) Differences in cotyledon vein differentiation (white arrowheads) between 5-day-old GUS (I) and *CLE44* (J) overexpressing seedlings grown in the light for 5 days. Scale bars: 100μm.

TDIF ligand is derived from CLE41 and CLE44 and perceived by PXY/TDR (Hirakawa et al., 2008), PXL1, and PXL2 receptors (Zhang et al., 2016). As TDIF triggers signaling, we focused our research on understanding its function in response to light. Unlike *CLE41*, *CLE44* expression was light responsive, as confirmed by qRT-PCR (Figure S1D). 

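CLE41 (AT3G24770), the other gene for TDIF, lies on the plus strand of chromosome 3 from 9046293 to 9047463. Its normalized counts in the RNA-seq time course were 57.6 ± 23.9 (SD, n = 3) in the dark, 54.7 ± 20.1 at 15 min, 62.7 ± 5.58 at 30 min, 37.1 ± 7.05 at 60 min, 62.9 ± 9.22 at 150 min and 37.9 ± 32.9 at 360 min of WL. The log2 fold change against the dark was −0.09, 0.11, −0.65, 0.12 and −0.56 at 15, 30, 60, 150 and 360 min. The last of these had a standard error of 0.72 and an adjusted p of 0.702 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In two-sided exact permutation tests of each light group against the dark, p was 0.8, 0.8, 0.3, 0.8 and 0.6. The spread at 360 min comes from replicate 1, with 0 counts against 55.1 and 58.7 normalized counts in replicates 2 and 3, and without it the log2 fold change was −0.02, against −1.05 without replicate 3. A difference between the responses of CLE41 and CLE44 was not tested. In the dark libraries the TPM of CLE44 was 13.8 ± 3.03 (SD, n = 3) and that of CLE41 14.1 ± 9.91. The ratio of CLE44 to CLE41 was 1.22, 0.587 and 2.37 in replicates 1 to 3, with a mean of 1.39 ± 0.903 (SD, n = 3), and 0.901 without replicate 3. The ratio of normalized counts, which are not divided by gene length, was 2.40.

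**Figure D6:**
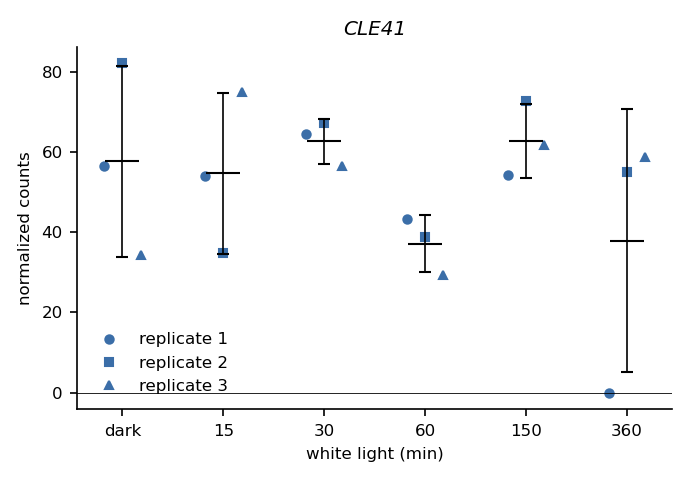
Normalized counts of CLE41 in each of the 18 libraries by min of WL, with the mean and SD of the 3 libraries of a group. Replicate 1 at 360 min is at 0 and the other replicates at 55.1 and 58.7.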

To examine *CLE44* spatial distribution along the hypocotyl, a 2,406-bp *CLE44* promoter region was fused to a bright nuclear-localized H2B:VENUS yellow fluorescent protein. Etiolated seedlings demonstrated an apical-basal distribution gradient of *CLE44* expression that peaked in the apical part of the organ (Figure 2B). As expected, *CLE44* showed an expression maximum in cells surrounding the vascular tissue.

### *CLE44* overexpression inhibits light-induced xylem differentiation

During secondary growth, one function of TDIF signaling is to repress xylem differentiation (Hirakawa et al., 2008; Ito et al., 2006). If the repression of *CLE44* by light is a requirement for light-induced xylem differentiation, maintaining high *CLE44* expression in the light may prevent xylem formation. To test this, an estradiol-inducible *CLE44* line was created (*XVE*:*CLE44*) (Zuo et al., 2000) (Figure S1E). Xylem differentiation was analyzed in *XVE*:*CLE44* and *XVE*:*GUS* (control) seedlings grown under constant light in the presence of 17β-estradiol. In controls, the hypocotyl demonstrated clear metaxylem differentiation in the central cells located between xylem poles, with a characteristic high degree of reticulated SCW deposition (Figures 2C–2E). Likewise, the cotyledons showed clear differentiation in the primary vein and distal secondary vein loops (Figure 2I), which were indistinguishable from those of untreated wild-type (WT) seedlings (Figure 1I). Thus, 17β-estradiol treatment alone did not affect vasculature differentiation. By contrast, seedlings overexpressing *CLE44* maintained the central provascular cells in an undifferentiated state along most of the hypocotyl apical-basal axis (Figures 2F–2H). The basal region alone demonstrated differentiation of the central cells (Figure 2H). Furthermore, xylem cells failed to differentiate in the cotyledon secondary veins that form the distal loops (Figure 2J). Repression of *CLE44* transcription by light is thus required for the induction of xylem differentiation occurring during photomorphogenesis.

### *CLE44* expression in the dark is regulated by PIFs

Light spectrum influences plant responses (Fankhauser and Chory, 1997); therefore, we considered that *CLE44* transcriptional regulation might depend on the perception of specific light wavelengths. Thus, we studied the effect of monochromatic lights on *CLE44* expression by exposing dark-grown seedlings to 6 h of blue, red, and far-red lights (BLs, RLs, and FRLs, respectively). Only BL induced reduction of *CLE44* expression to levels comparable with WL (Figures 3A and S1D). To better understand the role of light quality in the control of xylem differentiation, we measured the number of differentiated xylem cells present in the apical part of the hypocotyl and their degree of SCW deposition (annular, helical, or reticulate) in seedlings grown under each wavelength. We focused our analysis on the apical part for consistency and because it is the region of highest *CLE44* expression (Figure 2B). Monochromatic light treatments produced a reduction in the number of cells undergoing xylem differentiation in all cases compared with WL. However, seedlings grown in BL demonstrated more xylem cells and a higher degree of SCW deposition than the ones grown under RL and FRL (Figures 3B and S2A).

**Figure 3:**
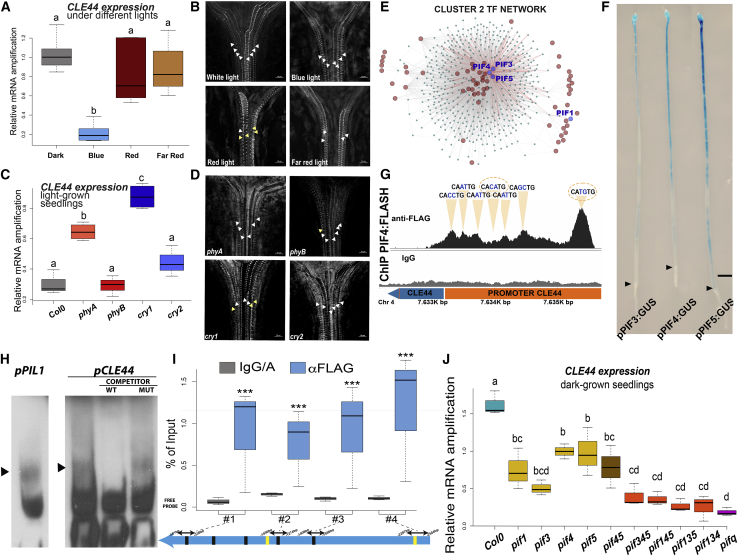
CLE44 expression is regulated by PIFs (A) *CLE44* expression levels after 6 h of BL, RL, and FRL exposure. Data are representative of three independent experiments and three technical replicates per pair of primers. Values represent mean of expression ± SD. Letters indicate ANOVA + Tukey’s honest significant difference (HSD) pairwise comparison test (p < 0.05). (B) Orthogonal projections of confocal z stacks representative of hypocotyl xylem cell differentiation of seedling grown under WL (top left), BL (top right), RL (bottom left), and FRL (bottom right). Arrows highlight SCW arrangements; helical (yellow), reticulate (white). Scale bars: 10 μm. (C) *CLE44* expression levels in photoreceptor mutants grown under continuous WL. Data are representative of three independent experiments and three technical replicates per pair of primers. Values represent mean of expression ± SD. Letters indicate ANOVA + Tukey’s HSD pairwise comparison test (p < 0.05). (D) Orthogonal projections of confocal z stacks representative of hypocotyl xylem cell differentiation in *phyA* (top left), *phyB* (top right), *cry1* (bottom left), and *cry2* (bottom right) mutants grown under continuous WL. Arrows highlight SCW arrangements; helical (yellow), reticulate (white). Scale bars: 10 μm. (E) Hierarchical representation of the TF network for the genes in cluster 2. Labeled nodes represent the significant TFs identified by the TF2Network software. PIF TFs are indicated. (F) Expression analysis of *PIF3*, *PIF4*, and *PIF5* transcriptional GUS reporter lines. (G) PIF4-FLAG binding regions over CLE44 promoter identified via ChIP-seq. Immunoglobulin G (IgG) indicates the negative control. Orange triangles highlight the location of EBOX elements, dashed ellipses indicate PBE-BOX elements. (H) Electrophoretic mobility shift assay (EMSA) showing interaction between PIF4 and the G-box elements of p*PIL1* (used as control), and the first PBE-BOX found on the *CLE44* promoter. WT = unlabelled WT probe, MUT = unlabelled mutated probe. (I) Direct binding of PIF4 to the promoter of *CLE44* by ChIP-qPCR assays. Values obtained from three independent biological replicates and three technical replicates per pair of primers, were normalized to the input and compared against the IgG/A sample. Values represented as percentage of input ± SD. Comparisons between IgG/A and α-FLAG samples were made using Student’s t test (^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ns, not significant). (J) *CLE44* expression levels in PIF mutants. Blue, WT; yellow, single; brown, double; orange, triple; purple, quadruple mutants grown in the dark. Data are representative of three independent experiments and three technical replicates per pair of primers. Values represent mean of expression ± SD. Letters indicate ANOVA + Tukey’s HSD pairwise comparison test (p < 0.05).

We reasoned that *CLE44* repression by light might be a direct consequence of photoreceptor activity. Thus, we studied *CLE44* expression levels in loss of function lines for CRY1 and CRY2 (blue), PHYB (red), and PHYA (far-red) photoreceptors grown in WL. *phyA* and *cry1* mutants demonstrated significantly elevated *CLE44* expression compared with WT, *phyB*, and *cry2* (Figure 3C). We also investigated the influence of *cry1*, *cry2*, *phyA*, and *phyB* mutations in hypocotyl xylem cell differentiation. All photoreceptor mutants had fewer differentiated xylem cells compared with WT. *cry1* mutants also displayed significantly lower degrees of SCW deposition (Figures 3D and S2B). Together, these data indicate that the light regulation of *CLE44* expression is principally controlled by BL via CRY1 signaling and correlates with xylem differentiation.

Photoreceptor signaling relies on the modulation of TF activity that controls the expression of light-responsive genes (Buti et al., 2020). We sought to identify TFs whose activity could explain *CLE44* light-transcriptional behavior. We considered that the synchronous behavior of the genes in each transcriptional cluster (Figure 1J) could be explained by the existence of common transcriptional regulators. *Ab initio* TF binding predictions were undertaken using the TF2Network tool, which predicts potential regulators for a set of co-expressed genes (Kulkarni et al., 2018). The algorithm identified putative regulators for genes in all clusters (Data S3). Cluster 2, which included *CLE44*, was predicted to be regulated by 65 TFs, with PIF3, PIF5, and PIF4 among the most significant ones, targeting 44, 62, and 153 genes, respectively (Figure 3E; Data S3). Light signaling converges in PIF TFs, which, in turn, inhibit photomorphogenic growth (Lucas and Prat, 2014). In the dark, PIFs accumulate to promote the expression of genes involved in skotomorphogenic growth. The perception of light leads to their inactivation (Park et al., 2004). Downregulation of PIFs upon light perception is key to proper transition to photomorphogenic development (Lucas et al., 2008). Hence, we hypothesized that PIF activity was necessary for the expression of *CLE44* in the dark. If correct, *CLE44* expression would occur in regions where *PIFs* are also expressed. We tested this by investigating the expression pattern of transcriptional reporters for *PIF3*, *PIF4*, and *PIF5*, which have contrasting functions in skotomorphogenesis (Lucas and Prat, 2014). All three demonstrated an apical-basal expression gradient with higher expression toward the cotyledons (Figure 3F). *PIF3*, *PIF4*, and *PIF5* expression thus overlapped with that of *CLE44* (Figure 2B). Moreover, we searched for the presence of PIF-binding elements in the *CLE44* promoter and identified seven E-BOX elements (−2,500 bp), of which two were PIF BINDING E-BOX elements (PBE-CATGTG) (Martínez et al., 2018; Zhang et al., 2013), implicating PIFs in regulating *CLE44* expression in the dark (Figure 3G). We confirmed that PIF4 binds to the first PBE-BOX in the *CLE44* promoter *in vitro* (Figure 3H). Next, we analyzed previously published chromatin immunoprecipitation sequencing (ChIP-seq) data for PIF4:FLAG-overexpressing plants (Pedmale et al., 2015), which showed high-confidence PIF4 binding enrichment over the *CLE44* promoter (Figure 3G). The intensity of the binding correlated with the location of the E-BOX elements in the *CLE44* promoter. To further validate the PIF4 binding to *CLE44* promoter, we performed ChIP-qPCR on light-grown seedlings overexpressing PIF4:FLAG. Four independent regions of the *CLE44* promoter consistently displayed enrichment in the antibody sample versus the control, confirming the ChIP-seq results from Pedmale et al. (2015) (Figure 3I). Finally, to determine the role of PIF on *CLE44* transcription, we analyzed *CLE44* transcript levels in dark-grown seedlings for single (*pif1*, *pif3*, *pif4*, and *pif5*), double (*pif45*), triple (*pif345*, *pif145*, *pif135*, and *pif134*), and quadruple PIF mutants (*pifq*; *pif3*, *pif4*, *pif5*, and *pif7*), as it has been shown that the PIF family shows functional redundancy (Leivar et al., 2008; Lorrain et al., 2009; Nozue et al., 2007; Shin et al., 2009). *CLE44* transcription was significantly reduced in all single and higher-order *PIF* mutants (Figure 3J). Thus, our data indicate that *CLE44* dark-dependent expression requires the combinatorial activity of different PIFs. Although, *CLE41* expression was not affected in *pifq* mutants grown in the dark compared with WT (Figure S2C), the fact that *CLE44* levels are ∼10× higher than *CLE41* in etiolated seedlings indicates that CLE44 is the main TDIF precursor and is regulated in a PIF-dependent manner.

### *CLE44* induction in light-grown seedlings prevents xylem differentiation in WT and *pifq* mutants

As *PIF* genes are necessary for *CLE44* expression in the dark, we reasoned whether their genetic manipulation would affect xylem differentiation. Indeed, *pifq* mutants did have greater xylem differentiation levels than WT when grown in the dark, as fewer cells with annular deposition patterns were observed while more with helical and reticular wall arrangements were present (Figures 4A, 4C, and 4P). Regarding cotyledon venation, more than 80% of dark-grown WT seedlings demonstrated undifferentiated secondary veins. By contrast, only 5% remained undifferentiated in *pifq* cotyledons (Figures 4K, 4N, and 4Q). The phenotype of *pifq* mutants indicates that the repression of xylem differentiation in darkness is mediated by PIFs. In the light, all WT and *pifq* xylem files showed reticulate SCW patterns (Figures 4F, 4H, and S2D) and fully differentiated secondary cotyledon veins (Figure S2F).

**Figure 4:**
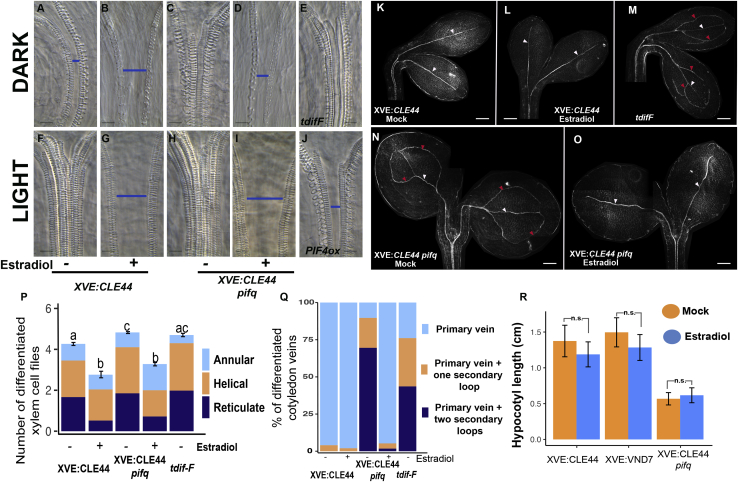
*CLE44* overexpression prevents xylem differentiation in WT and *pifq* mutants (A–J) Differences in xylem cell differentiation in 5-day-old dark- (A–E) and light-grown (F–J) hypocotyls where *CLE44* and *PIF* expression is perturbed. Blue bars indicate undifferentiated provascular cells. Scale bars: 10 μm. (A and B) XVE:*CLE44* grown in the dark. (A) Mock and (B) estradiol treated. (C and D) XVE:*CLE44* in *pifq* background grown in the dark. (C) Mock and (D) estradiol treated. (E) *tdifF* mutant grown in the dark. (F and G) XVE:*CLE44* grown in the light. (A) Mock and (B) estradiol treated. (H and I) XVE:*CLE44* in *pifq* background in the light. (J) 35S:*PIF4*:FLAG grown in the light. (K–O) Differences in cotyledon vein differentiation (white arrowheads) of dark-grown seedlings where *CLE44* and *PIF* expression is perturbed. White arrowheads, differentiated primary vein; red, differentiated secondary vein. Scale bars: 100 μm. (K and L) XVE:*CLE44*. (K) Mock and (L) 17β-estradiol treated. (M) *tdifF* mutant. (N and O) XVE:*CLE44* in *pifq* background. (N) Mock and (O) 17β-estradiol treated. (P) Differences in hypocotyl xylem differentiation between XVE:*CLE44*; XVE:*CLE44* in *pifq* and *tdifF* mutants grown in the dark and in the presence of mock and 17β-estradiol. Values (n > 25) represent mean of differentiated cells ± SE. Letters represent ANOVA + Tukey’s HSD statistical test for total number of differentiated cells. Data S5 contains details of the sample size, mean, SE values, and ANOVA + Tukey’s HSD comparisons. (Q) Differences (as percentage) in cotyledon vein differentiation between XVE:*CLE44* and XVE:*CLE44* in *pifq* and *tdifF* mutants grown in the dark and in the presence of mock and 17β-estradiol (n > 50). Data S5 contains details of the sample size and percentages. (R) Differences in hypocotyl length between XVE:*CLE44* and XVE:*CLE44* in *pifq* and XVE:*VND7* dark-grown seedlings in the presence of mock and 17β-estradiol. Values (n > 20) represent mean of hypocotyl length ± SD. Data S5 contains details of the sample size, mean, and SD values. Comparisons between mock and 17β-estradiol treated samples were made using Student’s t test (^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ns, not significant).

To determine if the inhibition of xylem differentiation in the dark depends on the PIF-dependent expression of *CLE44*, we introgressed the *XVE*:*CLE44* transgene into the *pifq* mutant via crossing. The effect of *CLE44* induction in WT and *pifq* backgrounds grown in either dark or light was determined. *CLE44* induction in dark-grown WT seedlings led to fewer xylem files with reduced SCW complexity, as determined by more cells with annular depositions (Figures 4B and 4P). This suggests that the high *CLE44* expression observed in dark-grown WT seedlings does not fully saturate the PXY/TDR receptor. Dark-grown *pifq* seedlings complemented with *CLE44* via estradiol induction also showed reduced numbers of xylem-cell files with simpler cell walls (Figures 4D and 4P). In the cotyledons, *CLE44* induction inhibited the differentiation of the secondary veins observed in the *pifq* control sample (Figures 4N and 4O). These results are consistent with *CLE44* acting downstream of PIFs, as *CLE44* induction suppressed dark-grown *pifq* vascular phenotypes.

Induction of *CLE44* in both WT and *pifq* seedlings growing in the light also inhibited xylem differentiation in the central vascular cells in the apical hypocotyl (Figures 4G–4I, S2D, and S2E) and in secondary cotyledon veins (Figure S2F). Furthermore, *PIF4* overexpression was sufficient to inhibit regular xylem differentiation in the apical hypocotyl (Figure 4J), supporting the concept of *CLE44* being a PIF transcriptional target. Dark-grown *tdif-F* seedlings, which lack the activity of *CLE41*, -*42*, -*43*, and -*44* (Smit et al., 2020), show a higher degree of hypocotyl and cotyledon xylem differentiation than WT, highlighting the role of TDIF in this process (Figures 4E, 4M, and S2E).

In the 1960’s, the botanist Katherine Esau described, in her book *Anatomy of Seed Plants*, how the extent of xylem differentiation depends on the context of organ growth (Esau, 1960). Specifically, xylem displays annular or low degrees of helical thickening in elongating organs, while mature organs show a higher degree of thickening that hinders cell elongation. The differences between dark- and light-grown seedlings described here provide one mechanism by which xylem differentiation is regulated. Given that the induction of *CLE44* expression inhibits xylem differentiation, we sought *prima facie* evidence that xylem differentiation itself is sufficient to impede the elongation process of a whole organ. Overexpression of *VASCULAR RELATED NAC-DOMAIN PROTEIN 7 (VND7)* induces transdifferentiation of various non-vascular cells into xylem vessels with SCW thickenings (Yamaguchi et al., 2010). To determine whether increased SCW deposition inhibited organ elongation, we induced *VND7* expression in dark-grown seedlings. Many hypocotyl cells underwent transdifferentiation to xylem vessels with reticulate SCW deposition (Figure S2G). Surprisingly, significant differences in hypocotyl elongation were not observed. Moreover, the induction of *CLE44* also did not induce hypocotyl elongation in WT and *pifq* plants (Figure 4R). These results support recent findings indicating that the epidermis, and not the vascular tissue, coordinates hypocotyl elongation (Kim et al., 2020; Robinson and Kuhlemeier, 2018).

Collectively, our data propose a model whereby the accumulation of PIFs in the dark inhibits vascular differentiation and SCW deposition by directly activating the expression of *CLE44*. CLE44 activates PXY/TDR family receptor kinases promoting maintenance of cambium identity and preventing precocious xylem differentiation. The presence of light rapidly promotes PIF inactivation, which, in turn, lowers *CLE44* transcription. Under such circumstances, xylem differentiation is induced, thus supporting water transport. Our data suggest that plants rely on *CLE44* modulation to prevent precocious xylem differentiation under sub-optimal photosynthetic conditions, and thus avoid the cell-wall deposition of carbon-rich polysaccharides.

### Limitations of the study

The active form of CLE peptides is the result of proteolytic processing of precursor proteins (Ito et al., 2006). We show that *CLE44* transcription is induced in the dark in a PIF-dependent manner. However, we do not evaluate the effect of light in the proteolytic processing of TDIF precursors. While our analysis manipulating *CLE44* expression suggests that *CLE44* proteolytic processing does not represent a limiting step, it would be interesting to further investigate if this level of control is also subject to environmental regulation.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

anti-FLAG-M2	Sigma	F3165; AB_259529
Protein A/G Magnetic Beads	Pierce	88802

**Bacterial and virus strains**		

*Escherichia coli*: ecloni	Lucigen	60107
*Agrobacteria*: GV3101pSoup	N/A	N/A

**Biological samples**		

*Arabidopsis thaliana* – Columbia-0	N/A	N/A
*A*. *thaliana*: *phyA-211*	Eirini Kaiserli Reed et al., 1993	*phyA-211*
*A*. *thaliana*: *phyB-9*	Dr. Eirini Kaiserli Reed et al., 1993	*phyB-9*
*A*. *thaliana*: *cry1-hb4-b104*	Dr. Eirini Kaiserli Ahmad and Cashmore, 1993	*cry1-hb4-b104*
*A*. *thaliana*: *cry2-1*	Dr. Eirini Kaiserli Guo et al., 1999	*cry2-1*
*A*. *thaliana*: *tdif-F*	Dr. Peter Etchells Smit et al., 2020	*tdif-F*
*A*. *thaliana*: *pifq*	Dr. Jaime F. Martinez García Leivar et al., 2008	*pifq*
*A*. *thaliana*: *pif1-2*	Dr. Jaime F. Martinez García Leivar et al., 2008	*pif1-2*
*A*. *thaliana*: *pif3-3*	Dr. Jaime F. Martinez García Leivar et al., 2008	*pif3-3*
*A*. *thaliana*: *pif4-1*	This lab Leivar et al., 2008	*pif3-3*
*A*. *thaliana*: *pif5-3*	Dr. Jaime F. Martinez García Leivar et al., 2008	*pif5-3*
*A*. *thaliana*: *pif1-2pif3-3pif4-1*	Dr. Jaime F. Martinez García Leivar et al., 2008	*pif1-2pif3-3pif4-1*
*A*. *thaliana*: *pif1-2pif3-3pif5-3*	Dr. Jaime F. Martinez García Leivar et al., 2008	*pif1-2 pif3-3 pif5-3*
*A*. *thaliana*: *pif1-2 pif4 pif5-3*	Dr. Jaime F. Martinez García Leivar et al., 2008	*pif1-2 pif4 pif5-3*
*A*. *thaliana*: *pif3-3 pif4 pif5-3*	Dr. Jaime F. Martinez García Leivar et al., 2008	*pif3-3 pif4 pif5-3*
*A*. *thaliana*: *pif4 pif5-3*	Dr. Jaime F. Martinez García Leivar et al., 2008	*pif4 pif5-3*
*A*. *thaliana*: *pif1-1*, *pif3-3*, *pif4-2*, *pif5-3*	Dr. Jaime F. Martinez García Leivar et al., 2008	*pif1-1*, *pif3-3*, *pif4-2*, *pif5-3*
*A*. *thaliana*: *35S*:*PIF4*:*FLASH*	Dr. Ullas Pedmalle Pedmale et al., 2015	*35S*:*PIF4*:*FLASH*
*A*. *thaliana*: pPIF3:GUS	NASC	N69166
*A*. *thaliana*: pPIF4:GUS	NASC	N69169
*A*. *thaliana*: pPIF5:GUS	NASC	N69172A
*A*. *thaliana*: pCLE44:H2B:VENUS	This paper	pCLE44:H2B:VENUS
*A*. *thaliana*: XVE:CLE44	This paper	XVE:CLE44
*A*. *thaliana* XVE:CLE44 in *pifq*	This paper	XVE:CLE44 in *pifq*

**Chemicals, peptides, and recombinant proteins**		

MS salts	Duchefa	M0222
MES	Duchefa	M1503
17β-estradiol	Sigma	E8875
X-Gluc	Apollo Scientific	BIMB1021

**Critical commercial assays**		

TNT Quick	Promega	L1170
LightShift™ Chemiluminescent EMSA	Thermo Scientific	20148
Streptavidin Magnetic beads	NEB	S1420S
RevertAid RT	Thermo Scientific	10161310
HiFi Polymerase	PCR Bio	PB10.41
Spurr Low Viscosity Embedding kit	Sigma	EM0300

**Deposited data**		

Time course RNAseq data of seedlings during deetiolation	This paper	GSE178268
ChIPseq data for 35S:PIF4:FLASH	Pedmale et al., 2015	GSE68193

**Oligonucleotides**		

See Data S4 for a complete list of all oligonucleotides used in this study	IDT	N/A

**Recombinant DNA**		

pMDC7	Curtis and Grossniklaus, 2003	pMDC7
pMCY2	Emami et al., 2013	pMCY2
*p2R3a-3xVenusYFP-OcsT*	Siligato et al., 2016	*p2R3a-3xVenusYFP-OcsT*

**Software and algorithms**		

ImageJ 1.44o	National Institute of Health	https://imagej.nih.gov/ij/
R	R Core Team (2021)	https://www.R-project.org/

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Miguel de Lucas ().

#### Materials availability

Plasmids generated in this study have been deposited to Addgene, and *Arabidopsis* lines generated in this study have been deposited to NASC.

### Experimental model and subject details

#### *Arabidopsis* thaliana

All *Arabidopsis* plants used for this study were in Columbia-0 background. Photoreceptor mutants were kindly provided by Dr. Eirini Kaiserly (University of Glasgow, UK) and generated as follows: *phyA-211* (Reed et al., 1993), *phyB-9* (Reed et al., 1993), *cry1-hb4-b104* (Ahmad and Cashmore, 1993) and *cry2-1* (Guo et al., 1999). Combinations of PIF mutants were kindly provided by Dr. Jaime F. Martinez García (IBMCP-CSIC, Valencia, Spain) (Leivar et al., 2008). Transgenic plants expressing *pCLE44*:*H2B*:*3xVENUS* and *XVE*:*CLE44* were generated via Agrobacterium transformation (Clough and Bent, 1998). *XVE*:*CLE44* in the *pifq* background was generated via crossing. *pPIF3*:*GUS* (N69166), *pPIF4*:*GUS* (N69169) *and pPIF5*:*GUS* (N69172) expressing lines were obtained from NASC and *PIF4*:*FLASH* over-expressing lines were kindly provided by Ullas Pedmale (CSHL-New York, USA) (Pedmale et al., 2015).

#### Escherichia coli

E.cloni competent bacteria (Lucigen) were used for routine molecular biology. All bacteria were grown in LB medium (Melford). The medium was also supplemented with 25μg.mL^−1^ kanamycin (Melford), 100 μg.mL^−1^ carbenicillin (Melford), 50μg.mL^−1^spectinomycin (Melford) and/or 20μg.mL^−1^streptomycin (Melford) as required to maintain the different plasmids.

### Method details

#### *Arabidopsis* growth conditions

For seedling analysis, seeds were surfaced sterilized and plated on Murashige and Skoog (1% MS) medium without sucrose. Seeds were stratified in dark for 3d at 4°C, and then transferred and kept vertical into a Sanyo growth chamber with a PAR light intensity of 40μmol.m^−2^.s^−1^ illuminated by a daylight-white fiuorescence lamp (FL40SS ENW/37; Panasonic) in a 24h-light cycle and 21°C of temperature. For light treatments, an ELEXIA lamp (Heliospectra) with 430nm, 660nm and 730nm LED diodes was used to provide BL, RL and FRL treatments at intensities mimicking the ones detected by the fluorescence lamps at those wavelengths (430nm = 5μmol.m^−2^.s^−1^, 660nm = 5μmol.m^−2^.s^−1^ and 730nm = 1μm.m^−2^.s^−1^). For dark-grown seedlings, plates were covered with 3 layers of aluminum foil upon 6h of germination induction with WL. For all the experiments where the induction of the gene was performed via XVE system, sterile seeds were germinated on 1% MS media supplemented with 10μM of 17β-estradiol (SIGMA) for 5 days. Selection of transgenic seedlings was performed in 1% MS medium supplemented with 30μg.mL^−1^ hygromycin or via mCherry seed fluorescence (Emami et al., 2013).

#### Vector construction

All primers used in this study are listed in Data S4. For the construction of *pCLE44*:*H2B*:*VENUS* we first amplified the 3xVenus sequence from *p2R3a-3xVenusYFP-OcsT* (Siligato et al., 2016) using the primers 3xVENUS_F and 3xVENUS_R and introduced via hot fusion reaction (Fu et al., 2014) into HindIII linear *pMCY2* (Emami et al., 2013) destination plasmid to create *pMCY2_3xVenus*. HISTONE 2B nuclear protein was amplified from *Arabidopsis* cDNA using the primers H2B_F and H2B_R and inserted in the HindIII site via Hot Fusion reaction. Lastly, *CLE44* promoter was amplified from genomic Col-0 DNA using the primers pCLE44_H2B_3xVenus_F and R and inserted into the SapI site via Hot Fusion to create the final pCLE44:H2B:3xVenus_pMCY2 plasmid. 

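The sequences of both primers match the TAIR10.1 assembly once, and enclose 2406 bp of chromosome 4 from 7663003 to 7665408. The region ends directly upstream of the start codon of CLE44 at 7663002 and includes the 259 bp between the annotated transcription start at 7663261 and the start codon. It holds 7 E-boxes (CANNTG), the 6 bp motif of basic helix-loop-helix transcription factors, at −2387, −1436, −1178, −1008, −805, −526 and −270 from the start codon. The E-boxes at −2387 (CATGTG) and −1008 (CACATG) have the PBE (PIF-binding E-box) sequence. The surrounding sequence, in the direction of CLE44, is AGGCAATGTCCATGTGTTAGGTTTCT at −2387 and GTGAGGTGGTCACATGTAATGGATTC at −1008. The 2500 bp upstream of the start codon hold the same 7 E-boxes, and the 2500 bp upstream of the transcription start hold 9, with 2 PBEs in either.

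**Figure D7:**
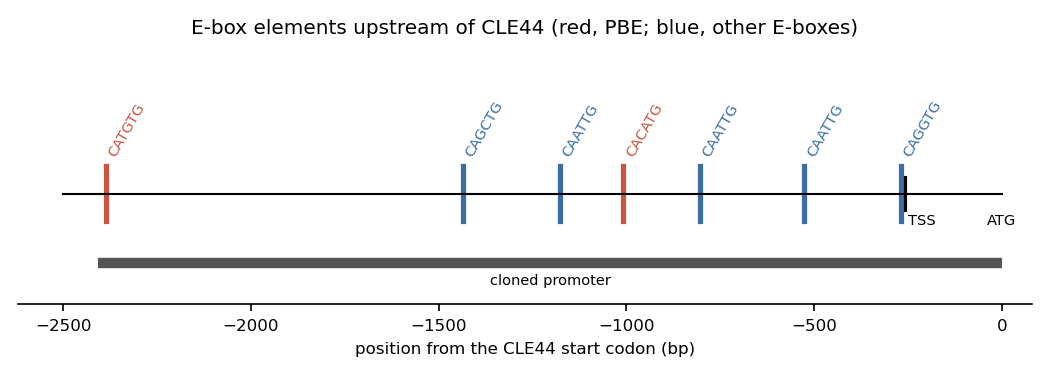
Map of the region upstream of the CLE44 start codon, with the cloned promoter, the annotated transcription start and the 7 E-boxes at their distance in bp from the start codon. The 2 PBEs stand at −2387 and −1008.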

For the 17β-estradiol inducible *CLE44* transgene, we amplified *CLE44* coding sequence using the primers CLE44_pMDC7_F and R. The amplified PCR was inserted via hot fusion reaction into the *pMCD7* plasmid (Curtis and Grossniklaus, 2003) digested with AscI and PacI, creating the plasmid CLE44_pMDC7.

#### RNA-seq sample collection and analysis

*Arabidopsis* seedlings (Col-0) were grown at 21°C, in constant darkness, for 5 days following germination induction in 1% MS medium without sucrose. Tissue from dark-grown seedlings was collected in a dark room under green light. Remaining seedlings were then exposed to 40μmol.m^−2^.s^−1^ WL for 15, 30, 60, 150, or 360min. Seedlings were collected at these time points and immediately frozen in liquid nitrogen. Three biological replicates were taken at each time point. mRNA extraction and cDNA synthesis were done as described by (Kumar et al., 2012). The resulting cDNA samples were used to create a library compatible with Illumina sequencing (Kumar et al., 2012). Single-read sequencing was conducted on an Illumina HiSeq 2500 at 50bp SR. Reads were quality filtered as described (Toal et al., 2018) and mapped to the AtRTD2-QUASI transcriptome (Zhang et al., 2017) using Kallisto (Bray et al., 2016; Zhang et al., 2017). Kallisto was run using the default k-mer size of 31 bp, and with the following additional parameters: -b 30 --single -l 187 -s 81. Output files were processed using tximport (Soneson et al., 2016) (type = “kallisto”, countsFromAbundance = “lengthScaledTPM)”. The gene-level count values generated by tximport were then used to identify differentially expressed genes. maSigPro (Conesa et al., 2006) was used to identify genes which changed dynamically over the entire time course, taking all time points into account. Gene-level count values were normalized in DESeq prior to their use in maSigPro. We observed a tendency of the maSigPro package to declare genes expressed at extremely low levels as changing significantly over time. To address this, genes for which 2 or more of the biological replicates at any given time point had “0” values were removed from our analysis. The following parameters were used for the maSigPro analysis: design matrix = 5 degrees of freedom; p.vector (Q = 0.01, MT.adjust = “BH”, counts = TRUE, theta = 2.814765), T.fit (step.method = “backward”, alfa = 0.01); sigs(rsq = 0.5, vars = “all”).Genes which exhibited similar expression profiles over the time course were clustered together using the “see.genes()” function within maSigPro (cluster.method = “hclust”, cluster.data = 1, k = 5). maSigPro automatically determined the optimal number of clusters to group genes into; for our data, this was 9 clusters. However, many of the clusters had extremely similar expression profiles; therefore, we grouped similar clusters together to create 5 final clusters.

#### qRT-PCR analysis

cDNA was generated as described above. qRT-PCR reactions were run in a RotorgeneQ thermocycler and differential expression was calculated by obtaining the mean CT amplification values from three independent experiments (biological replicates) and from the average of three technical replicates per biological replicate. In each case, amplification was calculated relative to a PP2A control (AT1G69960). All possible pairwise comparisons were tested using ANOVA test followed by TUKEY HSD test (p < 0.05). Primer sequences used for the detection of each transcript are listed in Data S4.

#### Electrophoresis mobility shift assay (EMSA)

EMSAs were performed according to (Martínez et al., 2018) with minor modifications. DNA fragments for p*PIL1* (used as control) and the first PBE-BOX element found on p*CLE44* were analyzed by using 5′ biotinylated oligonucleotides (Data S4). PIF4 protein was synthesized using transcription and translation system (TNT-Promega) according to manufacturer’s protocol and using a PCR fragment containing PIF4_CDS under the control of the T7 promoter. Detection of the biotinylated DNA was performed using LightShift™ Chemiluminescent EMSA (Thermo Scientific).

#### ChIP-qPCR analysis

35S:PIF4:FLASH seedlings were grown under constant WL conditions for 5 days. Chromatin immunoprecipitation (ChIP) was performed as previously described (Lee et al., 2007) with the following modifications. The crude nuclear pellet of three independent replicates was resuspended in nuclear lysis buffer and sonicated in a Covaris M220 (Woburn, MA, USA) focused-ultrasonicator for 6 min at 6°C with a 5% duty factor. The soluble chromatin solution was incubated with 1 μg of anti-FLAG (Sigma) and IgG/A magnetic beads over-night. Chromatin-antibody complexes were captured with protein A/G magnetic beads (Thermo Fisher Scientific, Waltham, MA, USA). De-crosslinking reaction was performed with Chelex slurry (Bio-Rad, Watford, UK) (Nelson et al., 2006). 

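In the TAIR10.1 assembly, the primer pairs of Data S4 for ChIP enclose 177, 218, 178 and 217 bp on chromosome 4, at −338 to −162, −1274 to −1057, −1586 to −1409 and −2504 to −2288 from the start codon of CLE44. Each of these 4 regions holds 1 E-box. Only the region farthest from the start codon contains a PBE, and the other PBE of the promoter lies in none of them. The latter lies in the 41 bp EMSA probe, which spans −1026 to −986. No ChIP or EMSA samples were analysed here.

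**Figure D8:**
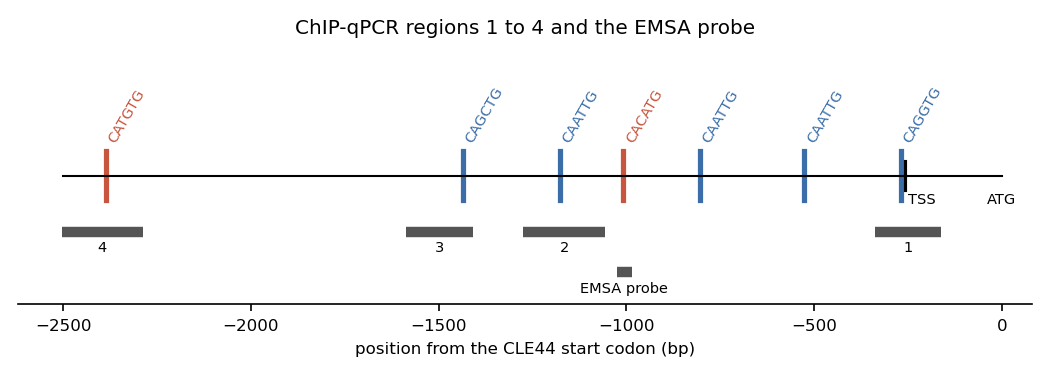
Position of the 4 ChIP regions and of the EMSA probe relative to the E-boxes upstream of the CLE44 start codon, in bp from the start codon. The PBE within the EMSA probe lies between regions and is covered by none.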

For the identification of the PIF4 regulated regions, primer pairs were designed to amplify four different regions along the CLE44 promoter. We then performed a comparative analysis between IgG/A and PIF4:FLAG bound chromatin using RotorgeneQ thermocycler. Differential enrichment was estimated a percentage of input.

#### GUS staining

Plant tissue was fixed in 90% acetone for 30min and washed twice with water before GUS staining. Seedlings were submerged in the GUS staining solution (50mM phosphate buffer, 0.2% Triton TX-100, 1.5mM potassium ferrocyanide, 1.5mM potassium ferricyanide, and 2mM X-Gluc (5-bromo4-chloro-3-indolyl b- D -glucuronide cyclohexylammonium salt dissolved in DMSO; Gold Biotechnology G1281C1) vacuum infiltrated for 5min, and incubated at 37°C in the dark for 2h. Seedlings were washed with 70% ethanol over-night and re-hydrated with a series of diluted ethanol (50, 25, 10% and water). Seedlings were then mounted with Hoyer’s solution on microscope slides. The activity of the GUS reporter gene was observed under a Zeiss Axioscope 2 fiuorescence microscope.

#### Xylem differentiation analysis

Seedlings were incubated with clearing solution (1% SDS, 200mM NaOH) for 30min and rinsed twice with distilled water. Then transferred to chloral hydrate solution (40g chloral hydrate, 10mL glycerol, 20mL H_2_O) over-night and then mounted in Hoyer’s solution and observed under a Zeiss Axioscope 2 fiuorescence microscope. The analysis of cotyledon vasculature was performed using a dark field filter.

#### Hypocotyl cross sections

Five-day-old light-grown hypocotyls incubated overnight at 4°C in fixation buffer (2.5% glutaraldehyde + 2% paraformaldehyde in 0.2M phosphate buffer, pH 7). Dehydration was performed by incubating the sample for 2h in serial dilutions of ethanol (20, 40, 60, 80, 90, and 95%). The sample was plastic embedded by performing the following steps: 12h incubation in 7:1 ethanol: Spurr’s resin (SIGMA), 12h incubation in 3:1 ethanol:Spurr’s resin, 12h incubation in 100% Spurr’s resin, and 12h incubation in Spurr’s resin. The resin was polymerized at 70°C for 12h. Blocks were trimmed, and 4μm cross sections were produced with a Finesse ME+ (Thermo scientific) microtome. Toluidine blue staining (0.1% of Toluidine blue in 0.1M phosphate buffer, pH 6.8) was performed before microscopy analysis.

#### Confocal analysis

Samples were imaged using a Zeiss 800 with Airscan (Department of Biosciences, Durham University).

#### Accession numbers

Next-generation DNA sequencing raw and processed data have been deposited into the Gene Expression Omnibus (GEO) with accession number GEO: GSE178268.

### Quantification and statistical analysis

Data for quantification of the differences in xylem differentiation (hypocotyl and cotyledon) are represented as mean ± standard error (SE). Number of hypocotyls or cotyledons (n), mean, percentage and SE for each xylem cell differentiation analysis are summarized on Data S5. RNAseq and qRT-PCR analysis were performed in three biological replicates (100-300 seedlings/replicate). qRT-PCR data quantification is presented as mean of expression ± standard deviation (SD). Statistical analyses, indicated in figure legends, were performed using R software. Comparisons between two groups were made using Student’s t test (∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, ns = not significant). Comparisons between multiple groups were made using ANOVA + Tukey HSD test (p < 0.05). ANOVA + Tukey HSD tables are summarized on Data S5.

## Data Availability

• RNAseq data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. This paper analyses existing, publicly available data. These accession numbers for the datasets are listed in the key resources table. • This paper does not report original code. • Any additional information required to re-analyze the data reported in this paper is available from the lead contact upon request.

How the deposited data were processed for this re-analysis (not part of the article)

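The RNA-seq time course of deetiolation was analysed, with 18 libraries from whole 5-day-old Col-0 seedlings in 6 groups of 3: dark, and 15, 30, 60, 150 or 360 min of white light. The groups follow the sample labels. The paper's methods and the labels give different light intensities and different library preparation protocols, and no value reported here uses either. The other experiments of the paper (microscopy, qRT-PCR, ChIP and EMSA) were not analysed here.

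The authors quality filtered single reads and assigned them with kallisto to the AtRTD2-QUASI transcriptome, and deposited for each library the estimated count of each of 82190 transcripts, which is not normalized and need not be whole. The assignment is not stated to use the strand of a read, so overlapping and antisense genes are uncertain. The TPM values that the authors deposited beside them are transcript abundances relative to the sum over that library, ribosomal RNA of the plastid included. The authors also deposited a normalized table (signal per gene: summed estimated counts divided by 1 size factor per library). In that table 100% of the values correspond to whole reads, and the reads recovered from it equal the rounded sums of the estimated counts for 99.92% to 99.97% of the genes in a library. They equal the length-scaled counts that the paper's methods name for 61.2% to 87.7%.

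From the deposited estimated counts and TPM, gene counts were made as in tximport's lengthScaledTPM option, for 34212 genes, and rounded to whole numbers. Genes with 0 counts in 2 or more replicates of any time point were removed, which left 16747. Total counts per library ranged from 3577432 to 16156302. Within groups, Pearson's chi-square between pairs of replicates was 22.8 to 673 times its degrees of freedom. It was taken on counts that include the plastid ribosomal RNA, so it also reflects the unequal share of that RNA. In the edgeR fit of TMM-normalized counts, the spread between replicates beyond counting error was 0.540 of the mean (biological coefficient of variation). The spread between replicates, and not counting error alone, thus limits the precision.

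The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, MASS 7.3.60.0.1 and data.table 1.17.8. Counts were normalized by edgeR's TMM method and fitted by its quasi-likelihood method with robust estimation over all 18 libraries, without a term for the replicate number. Each light group was tested against the dark group, the 5 light groups were tested together for the time course, and the 360 min group was tested against the 15 min group. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.01. The regression on time of the paper's methods was rewritten in R, because maSigPro was not used here: a negative binomial model with theta 2.814765 and powers of time up to 5, Q of 0.01 in the first step, backward selection at 0.01, and an R² of at least 0.5. Passing genes were put into 5 groups by hierarchical clustering, with 9 as the alternative. Single genes were also compared by exact permutation tests. Gene lists were tested with limma's camera method, with a correlation between genes preset at 0.01, and again with an estimated correlation and with fry. The lists were xylem and secondary cell wall genes, PIF targets, light-induced controls, genes downstream of TDIF-PXY signaling and the genes named in the paper.

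AT4G13190, AT5G61260 and AT1G13320 were chosen after the values were seen, and AT1G08592 is named only for its overlap with PXL1. The other genes named in the text are those the paper names, those of the lists, and those with the largest change. The last were taken from the genes called at 15 and at 360 min: 3 per direction with a mean of at least 10 normalized counts and no overlap between the 3 light and the 3 dark libraries. At 15 min no gene met this rule. This rule and the main tests and alternatives were set before the data were examined, and some further tests and alternatives were added after the values were seen. Coordinates come from matches of the paper's primer sequences to the TAIR10.1 assembly and from its annotation.

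The methods were tested on simulated counts for 16499 genes, of which 200 were changed. The first simulation changed genes by a log2 fold change of 2 only, and a log2 fold change of 4 was added after its result was seen. In the simulated 360 min group, edgeR's quasi-likelihood test called 21 of 99 tested genes changed by a log2 of 2 (21.2%) and 81 of 96 changed by a log2 of 4 (84.4%), and 0 unchanged genes. In a simulated 15 min group without change it called 0 genes, with 716 (4.34%) at an unadjusted p-value below 0.05. The regression on time passed 140 changed and 164 unchanged genes, so that 53.9% of the 304 genes it passed were unchanged. For a lowered set of 12 genes camera with the preset correlation gave p = 7.0e-04, and for an unchanged set p = 0.739.

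The alternatives were: summed estimated counts, DESeq2's size factors, scaling by total counts, edgeR's own filter or none, a term for the replicate number, 2 groups only in the fit, DESeq2's test, a threshold of 0.05, a minimum change of 2-fold, each library left out in turn, and for the regression theta 10, an R² of 0.7, no backward selection and the deposited normalized table. Added after the data were seen were fits without the 2 plastid 23S ribosomal RNA genes, total counts without these genes, counts thinned to 1999658 per library, and the recovered whole reads. On the recovered whole reads, edgeR's quasi-likelihood test called 854 genes over the time course and 0, 13, 139, 468 and 726 genes at 15, 30, 60, 150 and 360 min. Relative to TMM, scaling by total counts moved the median log2 fold change of all genes, to 0.14, 0.25, 0.07, −0.52 and −0.65 at the 5 time points. Without the ribosomal genes it moved to −0.09, −0.02, 0.01, −0.13 and −0.40.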

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

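The tests of thinning and library totals, and the test of the antisense neighbour of PIF7, were chosen only after the results were seen, except the thinning test of the genes removed by the filter.

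The change against the dark at 360 min differed from that at 15 min for 16 of 46 named genes, by a direct test of 360 min against 15 min of WL (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, threshold 0.01). Over all genes this test called 711, of which 598 were higher and 113 lower at 360 min. The log2 fold change was −2.77 for IAA19, −3.72 for XTH15, 3.13 for HY5, 6.69 for ELIP1, 7.09 for ELIP2, 8.76 for CHS, 4.89 for RBCS1A, 7.14 for LHCB1.1, −4.21 for CLE44, 4.91 for PIF7 and −2.24 for PHYA. It was 8.01 for AT2G15020, 6.98 for FBA5, 6.67 for AT1G78995, −4.82 for AT4G11610 and −5.35 for PDC3, genes that were named because of their change at 360 min, so that these 5 are not independent evidence. The fitted values of AT2G15020 and PDC3 are no bounds, since the counts of AT2G15020 at 15 min and of PDC3 at 360 min were at or under 3. AT2G15020 was at least 119-fold higher and PDC3 at least 7.91-fold lower at 360 min. After thinning every library to the same total, 16 of the 16 genes were still called in the same direction, and with library totals that leave out the plastid 23S ribosomal RNA also 16 of 16. With totals that include the ribosomal RNA, only 2 of the 16 were called, while all 16 kept the sign of their change (10 higher and 6 lower). Unequal depth is thus argued against for these genes, and library scaling is argued against as the source of changes in both directions, although the calls depend on the scaling used. What stays open in these libraries is whether the change follows the light or the elapsed time, which change together in this design. The effect on this list of reads shared between gene copies was not tested.

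CLE44 was lower at 360 min than at 15 min by the same test, with an adjusted p of 0.00116 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 libraries, and between −4.97 and −3.78 with a library left out. Over its 10 alternatives the adjusted p ranged from 1.3e-04 to 0.255, the highest with scaling by total counts, where CLE44 was not called (log2 fold change −4.81). The log2 fold change was −4.23 after thinning and −4.38 with library totals without the ribosomal genes, which argues against depth and scaling as the source of the fall. Reads moving to the overlapping AT4G13190 are argued against by the sum of the counts of the 2 genes, which changed by −3.42 (standard error 0.68). AT4G13190 itself changed by −2.47 (standard error 0.904) and was not called. The sum therefore cannot exclude that part of the fall came from AT4G13190 reads assigned to CLE44. A general loss of genes of this abundance at 360 min is argued against by the 500 genes nearest in mean normalized counts, whose median was −0.11, with 1 gene that fell as much. A fall of CLE44 with longer light, or with time, may therefore underlie the difference, a hypothesis found and tested on the same libraries. The paper reports qRT-PCR, not analysed here, of dark-grown seedlings given blue, red or far-red light for as long as the 360 min group. Only blue light lowered CLE44 to about its level in white light, which argues against elapsed time alone as the cause.

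PIF7 is named in the paper's text as a gene mutated in pifq, and its course in light is not described there. The paper's list of plant lines instead gives alleles of PIF1, PIF3, PIF4 and PIF5 for pifq, so these statements conflict. The paper's Data S2 lists PIF7 among the genes of cluster 4, so it was part of the paper's clusters. Its normalized counts were 6.05 ± 2.70 (SD, n = 3) in the dark, 189 ± 29.2 at 150 min and 318 ± 32.5 at 360 min, higher in 3 of 3 libraries at both. The log2 fold change was 5.02 at 150 min and 5.77 at 360 min, with adjusted p of 8.9e-04 and 2.1e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call at 150 min was lost without dark replicate 1 (4.74) or dark replicate 2 (5.00), and with scaling by total counts (4.51). The Benjamini-Hochberg adjusted p was compared over 12 alternatives, which mix edgeR's quasi-likelihood test with DESeq2's test. It ranged from 1.1e-08 to 0.408 at 150 min and from 8.9e-12 to 0.206 at 360 min. The highest at both came from edgeR's test with scaling by total counts, where PIF7 was not called. At 360 min the log2 fold change was 5.12 after thinning and 5.35 with library totals without the ribosomal genes. The antisense neighbour AT5G61260, which shares 318 bp, changed by −0.25 at 150 min and 0.83 at 360 min, so that its reads do not account for the rise at 150 min, nor for its size at 360 min. A rise of the PIF7 transcript with light or elapsed time may explain the values, as a hypothesis.

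AT2G15020 and FBA5 are not discussed in the paper's text, although its Data S3 lists both among the genes of cluster 5. They were among the 3 largest rises at 360 min by the rule for named genes. AT2G15020 had 1.08 ± 0.477 normalized counts (SD, n = 3) in the dark and 241 ± 105 at 360 min. All 3 dark libraries were at or under 3 counts, so the fitted log2 fold change of 7.78 is no bound; it was at least 90.9-fold higher. FBA5 had 2.06 ± 0.829 in the dark and 460 ± 232 at 360 min, a log2 fold change of 7.68, higher in 3 of 3 libraries. Over 11 alternatives the log2 fold change stayed between 7.47 and 7.94 for AT2G15020 and between 7.40 and 7.76 for FBA5, and with scaling by total counts neither was called, with adjusted p of 0.034 and 0.108 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the highest over these alternatives. FBA5 belongs to a family of aldolase genes, and reads shared with its copies were not tested. No biological explanation other than light or time was tested.

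Of the genes that the paper's filter removes, 31 were called at 360 min in a fit without the filter, 18 higher and 13 lower. In 12 of them 2 or more dark libraries were at 0, and in 11 of them 2 or more libraries at 360 min. The light and dark libraries did not overlap for 30 of the 31, where chance gives 10% of genes, although the genes were chosen by their change. After thinning, 23 (74.2%) were still called, which argues against unequal depth as the cause for most of them. None is in the copy of Data S1 used here, which holds 1339 genes of clusters 1 to 4 only. This absence carries no information, because the filter removes such genes before the paper's regression. Light and elapsed time stay open as explanations.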

How the results depend on the processing

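Fits without the ribosomal genes, on thinned counts and on recovered reads were chosen only after the results were seen. The alternatives of scaling by total counts without the plastid 23S ribosomal RNA, edgeR's filter, no filter, DESeq2's size factors and summed estimated counts kept the total numbers of called genes and the numbers of cluster 2 within 1.5 times their values and kept CLE44 at 360 min past the threshold. By direction 2 numbers moved further: the genes higher at 360 min went from 581 to 309 with totals without the ribosomal RNA, and the genes lower at 60 min from 8 to 20 without a filter.

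Scaling by total counts, plastid 23S ribosomal RNA included, called 20 genes over the time course, 0 at 30 min, 1 at 60 min, 0 at 150 min and 0 at 360 min, where 100, 507, 637 and 975 genes had an unadjusted p-value below 0.05. Of the 975 genes at 360 min, 398 were higher and 577 lower, against 2129 higher and 1452 lower with TMM. It called 0 genes of cluster 2 lower at 360 min (242 unadjusted), and it reversed the median of cluster 2 at 15 min, to 0.088. The median of all genes at 15 min was 0.14 with this scaling and −0.0071 with TMM, so the median of cluster 2 stayed below that of all genes and the reversed sign follows the shift of all genes. CLE44 at 360 min then had a log2 fold change of −4.10 with an adjusted p of 0.432 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This was the highest over its alternatives, which include DESeq2's test and whose lowest was 3.4e-06. With the 2 ribosomal genes left out of the totals, 632 genes were called over the time course and 12, 119, 361 and 490 at 30 to 360 min. The low counts under total scaling are thus tied to the ribosomal share in the library totals.

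A threshold of 0.05 in place of 0.01 gave 1320 genes over the time course, 22 at 30 min, 265 at 60 min, 796 at 150 min and 1291 at 360 min, with 284 genes of cluster 2 lower, as a looser threshold must. DESeq2's test gave 1699 genes over the time course, 56 at 30 min, 332 at 60 min, 832 at 150 min and 1298 at 360 min, with 271 genes of cluster 2 lower, and an adjusted p of 0.00119 for PXL1 at 360 min (log2 fold change −2.71). A fit of only 2 groups gave 7 genes at 30 min, 20 at 60 min and 301 at 360 min (270 higher and 31 lower, 89.7% higher against 81.0% with all 18 libraries), with 29 genes of cluster 2 lower. CLE44 at 360 min had a log2 fold change of −3.89 and an adjusted p of 0.0324 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in that fit of 6 libraries. Thinning, chosen after seeing the data, brought PXL1 at 360 min to −3.36 with an adjusted p of 0.00692 in the same edgeR test with Benjamini-Hochberg adjustment, where the alternatives ranged from 0.00119 to 0.825. The causes of the changes under DESeq2 and thinning were not tested. An R² of at least 0.7 left 866 genes in the regression on time, as a stricter minimum must, and normalized counts in place of TPM gave a ratio of CLE44 to CLE41 of 2.40.

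Taken over all groups, the replicate numbers did not pair the libraries. Of 45 pairs of libraries with the same number, 11 had correlated deviations from their group means (over 0.1). The median correlation was −0.05, with a range of −0.40 to 0.43. Between the 15 and 30 min groups the correlations were 0.17, 0.43 and 0.28 for replicates 1, 2 and 3, so a pairing of these groups is not excluded. With the replicate number as a block, 679 genes were called over the time course and 0, 5, 108, 373 and 562 at 15 to 360 min, with CLE44 at −3.81 at 360 min. PHYA and AGP13 at 360 min then had adjusted p of 0.0109 and 0.0116 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

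Leaving out 1 library at a time gave 0 to 7 genes at 30 min, 67 to 131 at 60 min, 270 to 334 at 150 min and 406 to 1132 at 360 min, as well as 66 to 179 genes of cluster 2 lower at 360 min. The fit without dark replicate 1 gave the lowest count at each of these time points: 0 at 30 min (551 unadjusted), 67, 270 and 406. The 1132 genes came from the fit without replicate 3 at 360 min, as did the 179 genes of cluster 2, and the 66 from the fit without replicate 2 at 360 min. CLE44 at 360 min ranged from −4.61 to −3.43, and its adjusted p from 0.0043 to 0.0140 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above 0.01 without dark replicate 3 (−3.66) and without replicate 2 at 360 min (−3.87). PXY at 360 min ranged from −1.15 to 0.088, reversed without replicate 1 at 360 min. The median of cluster 2 at 15 min ranged from −0.11 to 0.0068, reversed without replicate 3 at 15 min. The cause was not tested beyond the loss of a library.

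Among single named genes, 17 combinations of a gene at a time point and an alternative fit were no longer past the threshold, and 19 combinations with a library left out, some genes counting more than once and some being those given above. The called numbers at 15 min (0 genes, and 0 of cluster 2) were 0 under each of the 14 alternatives and in each of the 6 fits with a library left out. CLE41 at 360 min was past the threshold in none of its 12 alternatives, with log2 fold changes from −1.19 to −0.55. Precision is limited by the spread between replicates. In simulated data at this depth, 21.2% of genes changed by a log2 fold change of 2 were called. Changes of that size were thus missed more often than found in the simulation. Fewer genes were changed there than were called at 360 min in the real data. The Benjamini-Hochberg adjustment is stricter when fewer genes change, so the simulation cannot give the share missed in the real data.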

Differences from the paper's values

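The paper gives the level of CLE44 in etiolated seedlings as about 10 times that of CLE41, in a sentence that does not name the assay. In the 3 dark RNA-seq libraries the ratio of TPM was 1.39. The alternatives set before the data were examined gave 2.40 with normalized counts, 0.977 as the ratio of the mean TPM, and 1.48, 1.79 and 0.901 with dark replicate 1, 2 or 3 left out, and none closed the gap.

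The paper places PXL1 among the genes that pass its regression and cluster in cluster 2. In the regression as rewritten here PXL1 ended at an R² of 0.358, where the paper's Data S1 gives 0.514. The program named in the paper's methods, maSigPro, was not run here, and the rewritten backward selection was not compared with it, so the rewriting is not excluded as a source of this difference. PXL1 passed with no backward selection (0.546), without replicate 2 at 60 min (0.602) and without replicate 1 at 360 min (0.729), and did not pass with theta 10 (0.408), the deposited normalized table or no filter. In the comparison with the dark at 360 min, PXL1 missed the threshold of 0.01, with an adjusted p of 0.030 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It passed with DESeq2's test, with a threshold of 0.05, with p-values adjusted over the list alone, and with thinned counts, an alternative chosen after seeing the values. The pass over the list alone is not independent evidence, because the paper reports the fall of PXL1 from these same libraries. For CLE44, Data S1 gives an R² of 0.622, against 0.530 here.

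The paper describes CLE44 and PXL1 as falling in synchrony. At 15 min of WL, CLE44 had a log2 fold change of 0.36 and PXL1 one of −0.80, and from 30 min on both were below the dark. CLE44 at 15 min stayed between 0.23 and 0.71 over 12 alternatives and between 0.04 and 0.68 with a library left out. PXL1 at 15 min stayed between −0.89 and −0.44 over 12 alternatives and between −1.27 and −0.46 with a library left out. Neither gene was called at 15 min, with standard errors of 0.66 for CLE44 and 0.70 for PXL1. The paper describes the genes of cluster 2 as downregulated early. None of its 497 genes was called lower at 15 or 30 min (8 and 49 were lower at an unadjusted p-value below 0.05), and 7 were at 60 min. The log2 fold change was negative for 289 of them at 15 min and 408 at 30 min. These are tests of single time points, whereas the paper's clusters come from a regression over the whole course. Over all genes the test also called 0 lower at 15 and 30 min, so the lack of calls decides little.

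The paper names clusters 1 and 5 as those that share more ontologies with the others. In its Data S2, cluster 3 also has 0 categories of its own, as cluster 1 does, and cluster 5 has 1. The paper gives AT1G69960 as the PP2A control of its qRT-PCR. The forward primer of Data S4 matches AT1G13320, on chromosome 1 from 4563967 to 4563986, and the reverse primer has no exact match in the TAIR10.1 assembly.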

Other observations

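The tests of the filter, of depth and of library scaling for the share of higher genes, and the test of the ribosomal share, were chosen only after the results were seen.

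The libraries of 2 groups of 3 can be split in 10 ways, so the share of splits with a result as large cannot be under 0.1. As many genes were called in 10 of the 10 splits at 15 min (0 genes in each) and in 1 of the 10 splits, the real one, at 30, 60, 150 and 360 min. For genes of cluster 2 called in 1 direction, the number of splits was 10 of 10 at 15 min and 1 of 10 at 360 min. Over the time course, 1 of 50 drawn labelings of the 18 libraries, the real one included, gave as many genes. For the regression on time, 1 of 30 labelings gave as many passing genes, but 3 of 30 gave as many genes in falling groups. Drawn labels keep the light response of the libraries, so genes that rise in light can count as falling. This comparison therefore cannot decide whether the number of falling genes is above chance.

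At 360 min 81.0% of called genes were higher. The share was 78.8% without the filter on zeros and 79.1% after thinning to equal depth, which argues against these as the cause. With library totals without the plastid 23S ribosomal RNA, the share was 63.1% (309 higher and 181 lower). With totals that include the ribosomal RNA, 0 genes were called, and of the 975 at an unadjusted p-value below 0.05, 40.8% were higher (398 higher and 577 lower). A surplus of higher genes and an effect of library scaling as its whole cause cannot be told apart, since the result turns on which scaling is used. Among genes above the median of mean normalized counts, 483 of 591 called genes (81.7%) were higher. That mean moves with the change itself. Over all genes, whatever their mean counts, the share was 72.8% at an adjusted p below 0.05. A surplus of higher genes and falls being called less often, because counts after a fall are low, cannot be told apart here.

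The share of plastid 23S ribosomal RNA varied between libraries. A permutation test of its spread between the 6 groups gave p = 0.794 (100000 permutations). With 3 libraries per group and a spread this wide within groups, an effect of light on the share and none cannot be told apart. No other explanation was tested.

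The regression on time passed 1057 more genes than edgeR's test called. With drawn labels a median of 136 genes passed (range 10 to 1193 over 29 draws). By the measure set beforehand, a median far below the difference argues against chance patterns as its cause. However, 3 of the 29 draws reached 1057 or more, although drawn labels keep the light response of the libraries. In simulated data 164 unchanged genes passed. Chance patterns in the regression and real changes that edgeR's test missed therefore cannot be told apart.

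PIF target genes (7 of 8 tested) had a median log2 fold change of −0.82 at 15 min, with 7 of 7 negative (camera p = 5.0e-07, with estimated correlation 2.3e-04, with fry 0.0022), and 1 of the 10 splits gave as small a camera p. Of these genes 0 were called at 15 min, over all genes or adjusted over the list alone, and 2 had an unadjusted p-value below 0.05. The median was −1.41 at 30 min, −2.57 at 60 min, −3.53 at 150 min and −3.04 at 360 min, with 0, 2, 5 and 4 called over all genes and 4, 5, 5 and 5 adjusted over the list alone. At 15 min it was negative in 13 alternatives, from −0.98 to −0.77, and −0.52 without replicate 2 at 15 min. The transcripts of PIF1, PIF3, PIF4 and PIF5 changed by 0.21, −0.06, −0.13 and −0.14 at 360 min, with 0 called. PHYA changed by −2.04 at 150 min and −2.13 at 360 min (adjusted p = 0.0069 and 0.0035, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call at 360 min was lost without dark replicate 1 (adjusted p = 0.0344), replicate 1 at 360 min (0.0237) or replicate 2 at 360 min (0.0344), and with scaling by total counts (0.804) or only 2 groups in the fit (0.0333), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

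Xylem and secondary cell wall genes (8 of 12 tested) had a median of −0.66 at 360 min (camera p = 0.241, with estimated correlation 0.322, with fry 0.067), 0 called over all genes or over the list alone and 1 at an unadjusted p-value below 0.05, and 4 of the 10 splits gave as small a camera p. The median was −0.38 without dark replicate 2. VND6, VND7, MYB46 and MYB83 were removed by the filter. The 6 light-induced control genes had a median of −0.25 at 15 min (camera p = 0.104, with estimated correlation 0.247, with fry 0.376) and of 6.55 at 360 min, with 6 of 6 called over all genes and over the list alone; their camera, estimated-correlation and fry p at 360 min were all below 0.05. The 4 genes downstream of TDIF-PXY signaling had a median of 0.49 at 360 min (camera p = 0.713, with estimated correlation 0.748, with fry 0.488), with 0 called and 1 at an unadjusted p-value below 0.05. The 15 tested genes named in the paper had a median of −0.14 at 360 min (camera p = 0.063, with estimated correlation 0.322, with fry 0.076), with 3 called over all genes and 4 over the list alone. AT1G69960, which the paper gives as its qRT-PCR control, changed by 0.75 at 360 min (adjusted p = 0.36, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AT1G13320, which the forward primer of that control matches, changed by −0.098 at 360 min (adjusted p = 0.94 in the same edgeR test). AGP13, among the largest falls at 360 min, was at least 8.71-fold lower, and its call was lost in each of the 6 fits that left out 1 of the dark or 360 min libraries.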
